# Connexin 43 Controls the Astrocyte Immunoregulatory Phenotype

**DOI:** 10.3390/brainsci8040050

**Published:** 2018-03-22

**Authors:** Anne-Cécile Boulay, Alice Gilbert, Vanessa Oliveira Moreira, Corinne Blugeon, Sandrine Perrin, Juliette Pouch, Stéphane Le Crom, Bertrand Ducos, Martine Cohen-Salmon

**Keywords:** astrocyte, connexin 43, immunity, inflammation, ribosomal-bound transcriptome

## Abstract

Astrocytes are the most abundant glial cells of the central nervous system and have recently been recognized as crucial in the regulation of brain immunity. In most neuropathological conditions, astrocytes are prone to a radical phenotypical change called reactivity, which plays a key role in astrocyte contribution to neuroinflammation. However, how astrocytes regulate brain immunity in healthy conditions is an understudied question. One of the astroglial molecule involved in these regulations might be Connexin 43 (Cx43), a gap junction protein highly enriched in astrocyte perivascular endfeet-terminated processes forming the glia limitans. Indeed, Cx43 deletion in astrocytes (Cx43KO) promotes a continuous immune recruitment and an autoimmune response against an astrocyte protein, without inducing any brain lesion. To investigate the molecular basis of this unique immune response, we characterized the polysomal transcriptome of hippocampal astrocytes deleted for Cx43. Our results demonstrate that, in the absence of Cx43, astrocytes adopt an atypical reactive status with no change in most canonical astrogliosis markers, but with an upregulation of molecules promoting immune recruitment, complement activation as well as anti-inflammatory processes. Intriguingly, while several of these upregulated transcriptional events suggested an activation of the γ-interferon pathway, no increase in this cytokine or activation of related signaling pathways were found in Cx43KO. Finally, deletion of astroglial Cx43 was associated with the upregulation of several angiogenic factors, consistent with an increase in microvascular density in Cx43KO brains. Collectively, these results strongly suggest that Cx43 controls immunoregulatory and angiogenic properties of astrocytes.

## 1. Introduction

The brain is subjected to a constant immune surveillance, which allows for a rapid and efficient reaction against insults and infections. Nevertheless, in healthy conditions and in contrast to most peripheral organs, entry and survival in the brain parenchyma of immune cells circulating in the blood or present in the cerebrospinal fluid (CSF) filling perivascular spaces are very restricted [1]. In particular, T cells rarely penetrate the brain in absence of antigenic triggering. Such unique and quiescent environment relies on anatomical barriers: the epithelial cells of the choroid plexus forming the blood-CSF barrier and the endothelial cells of parenchymal blood vessels, the blood-brain barrier (BBB). These cells are indeed sealed by tight junctions (TJs), which impede the passage of CSF and blood components. In addition, under physiological conditions, brain endothelial cells are unable to interact with circulating leukocytes as they lack specific surface receptors and are equipped with efflux transporters and enzymes able to restrain the passage of blood macromolecules. This endothelial barrier greatly relies on perivascular neural cells, the pericytes and the astrocytes, which induce endothelial barrier properties during the development and maintain them throughout life [2,3]. Astrocytes, the most abundant glial cells in the brain, are ramified cells with processes terminated by a perivascular compartment called endfeet covered with a basal lamina. Astrocyte endfeet entirely sheath the brain vessels, either in direct contact, at the microvascular level, or separated from the vessel walls by perivascular spaces filled with CSF, at the level of large penetrating vessels. Such continuous astrocyte perivascular coverage constitutes the *glia limitans* (GL). Although devoid of TJ, the GL isolates the vascular compartment from the parenchyma and is thus considered as a second barrier to immune cell penetration [4]. This role is particularly evident in physiopathological conditions such as inflammation, upon which astrocytes become reactive, changing their morphology and molecular profile [5,6,7], in a way that strongly modifies immune quiescence and BBB integrity [2,8]. Although deep efforts have been put to understand how reactive astrocytes behave in physiopathological conditions, the way they contribute to the physiological homeostatic immune equilibrium in the brain has been poorly explored.

The GL is equipped with a specific molecular repertoire including proteins such as the water channel Aquaporin 4 (Aqp4) and the potassium channel Kir4.1, which regulate the perivascular homeostasis, or the Dystroglycan complex linking basal lamina to the intracellular cytoskeleton [2,9]. Astrocyte endfeet forming the GL are also biochemically coupled by gap junctions, mainly composed of Connexin (Cx) 30 and 43 [10], as well as Cx26 in astrocytes facing the meninges [11]. At the plasma membrane, Cxs are grouped by six to form hemichannels permeable to ions and molecules of low molecular weight (1–1.2 kDa). Their assembly between two adjacent cells forms gap-type intercellular junctions, allowing cell-to-cell communication by diffusion. Besides their channel properties, Cxs display specific functions mainly related to their interaction with other intracellular proteins, such as signal transduction [12].

In a previous study, we showed that Cx43 might be one of the astroglial factor regulating the normal homeostasis between the brain and the immune system [13]. In absence of any pathogenic trigger, immune cells were recruited in the brain parenchyma of mice deleted for astroglial Cx43. They comprised B-lymphocytes and plasma cells, T-lymphocytes (CD4+ and CD8+), macrophages and neutrophils (Gr1+). This immune recruitment was associated with the development of an autoimmune humoral response against Vwa5a, an extracellular matrix protein expressed by astrocytes. However, no complement activation and no associated tissue lesion was observed in astroglial Cx43 deleted brain, but only a progressive weakening of the BBB [13]. How deletion of astroglial Cx43 lead to this atypical immune phenotype in the brain was not known. To answer this question, we analyzed the polysomal transcriptome of astrocyte deleted for Cx43.

## 2. Materials and Methods

### 2.1. Mice

Animals used in this study were kept in pathogen free conditions. The Cre-recombinase activity in the brain of Cx43^fl/fl^/hGFAP-Cre (Cx43KO) and Cx43^fl/fl^ (Cx43FL) mice was systematically tested before performing further experiments by revealing the β-galactosidase activity (Roche) [14]. In addition, since germ-line recombination were observed hGfap-Cre transgenic females offspring [15], only hGfap-Cre males were used for breeding. To obtain the astrocyte ribosome-bound transcriptome, Cx43KO and Cx43FL mice were bred with Tg (Aldh1l1-eGFP/Rpl10a) JD130Htz (MGI: 5496674) (Aldh1l1:L10a-eGFP) mice obtained from the laboratory of Dr. Nathaniel Heintz (Rockefeller University, New York, NY, USA). This mouse strain has been generated by BAC (bacterial artificial chromosome) transgenesis [16,17]. The Aldh1l1:L10a-eGFP allele was kept in a heterozygote state (see www.bactrap.org *for the genotyping protocol*).

### 2.2. Study Approval

Experiments and techniques reported here complied with the ethical rules of the French agency for animal experimentation.

### 2.3. Antibodies

Primary antibodies: Rat monoclonal anti-Pecam-1/CD31 (Clone MEC 13.3, BD Pharmingen, San Jose, CA, USA); rabbit polyclonal anti-STAT1 (ab2415, Abcam, Cambridge, UK); mouse monoclonal anti-STAT1 pY701 (ab29045, Abcam, Cambridge, UK); rabbit polyclonal anti-NFκB/p65 (PA1–186, Thermo Fisher, Waltham, MA, USA); rabbit polyclonal anti-NFκB/p65 pThr435 (PA5–37724, ThermoFisher, Waltham, MA, USA); mouse monoclonal Anti-γ Interferon (ab133566, Abcam, Cambridge, UK).

Secondary antibodies: Alexa594-conjugated goat anti-rat antibodies (Pecam-1 immunolabeling on brain slices), Horseradish peroxidase (HRP)-conjugated goat anti-mouse and anti-rabbit (Western-blot).

### 2.4. Western-Blot 

Dissected hippocampi from 6 weeks-old animals were homogenized in Phosphate buffered saline (PBS) containing 2% SDS and EDTA-free Complete Protease Inhibitor (Roche, Basel, Switzerland), sonicated three times at 20 Hz (Vibra cell VCX130) and centrifuged 20 min at 10,000× *g* at 4 °C. Supernatants were boiled in Laemmli loading buffer. Protein content was measured using the Pierce 660 nm protein assay reagent (Thermo Fisher, Waltham, MA, USA). Equal amounts of proteins were separated by denaturing electrophoresis in 4–12% NuPAGE gradient gels (Thermo Fisher) and electrotransfered to nitrocellulose membranes. Membranes were analyzed as previously described [10]. HRP activity was visualized by ECL using Western Lightning plus enhanced chemoluminescence system (Perkin Elmer, Waltham, MA, USA). Chemoluminescence imaging was performed on a LAS4000 (Fujifilm, Minato-ku, Tokyo, Japan). GAPDH expression was used as a loading reference for γIFN expression. Total amount of STAT-1 and NFκB were used as a reference to determine proportion of phosphorylated proteins, pSTAT-1 and pNFκB respectively. All experiments were done in triplicates (*n* = 3). Cx43FL and Cx43KO expression levels were compared using the Mann-Whitney two-tailed test; ns stands for *p* > 0.05. Mean values are indicated ± the Standard Deviation (SD).

### 2.5. Translating Ribosome Affinity Purification (TRAP) in Astrocytes, RNA Sequencing and Analysis

Whole hippocampi of 6 weeks-old *Aldh1l1:L10a-eGFP* Cx43KO and *Aldhl1:L10a-eGFP Cx43FL mice* were used for each astrocyte polysome extraction (n = 3 libraries per genotype). Polysome extraction was performed following the protocol described in the bacTRAP project web site (www.bactrap.org) and by the authors of [18].

*Library preparation and Illumina sequencing*: 2 ng of total polysomal RNAs were amplified and converted to cDNA using NuGEN’s Ovation RNA-Seq kit. Following amplification, 1 µg of cDNA was fragmented to ~300 bps using Covaris S200. The remainder of the library preparation was done using 200 ng of cDNA following TruSeq RNA Sample Prep v2 kit from the End Repair step. Libraries were multiplexed by 3 on 2 flow cell lanes. A 50 bp read sequencing was performed on a HiSeq 1500 device (Illumina, San Diego, CA, USA). A mean of 50 ± 18 million passing Illumina quality filter reads was obtained for each sample.

*RNASeq bioinformatics analysis*: Analyses were performed using the Eoulsan pipeline version 2.0-alpha5 [19], including read filtering, mapping, alignment filtering, read quantification. Before mapping, reads ≤40 bases were removed, and reads with quality mean ≤30 were discarded. Reads were then aligned against the *Mus musculus* genome (mm10 version Ensembl 75) using STAR (version 2.4.0j, with default parameters) [20]. Alignments from reads matching more than once on the reference genome were removed. To compute gene expression, *Mus musculus* GFF3 genome annotation version mm10 version 75 from Ensembl database was used. All overlapping regions between alignments and referenced genes were counted using HTSeq-count 0.5.3 [21]. The RNASeq gene expression data and raw FASTQ files are available on the Gene Expression Omnibus (*GEO*) repository (www.ncbi.nlm.nih.gov/geo/) under accession number GSE110721.

*Differential gene expression analysis:* For each sample group (Cx43FL vs. Cx43KO), we assessed which genes displayed statistically significant differential expression using the Bioconductor package for differential analysis of count data (DESeq2 version 1.4.5) written for the R statistical programming environment. DESeq2 assumes the RNA-seq counts are distributed according to negative binomial distributions. It uses generalized linear modeling to test individual null hypotheses of a log_2_ fold changes of zero between conditions for each gene [19]. Lists of differentially expressed genes were further refined as follows: only events significantly different between genotypes (with a *p*-value < 0.05) were further considered; for genes upregulated in Cx43KO, only mRNAs with more than 50 reads in Cx43KO were selected; for genes downregulated in Cx43KO, only mRNAs with more than 50 reads in Cx43FL were selected;

*Gene Ontology (GO) analyses:* We used the text-mining Pathway Studio ResNet database (Ariadne Genomics, Rockville, MD, USA) and the GSEA tool [20] in Pathway Studio 11.0.5 [22] to identify over-represented biological processes within our differentially expressed dataset. As parameters for the GSEA method, we selected the Mann-Whitney U-test and a *p*-value threshold of 0.05.

### 2.6. High Resolution Fluorescent In Situ Hybridization

Mice were deeply anesthetized with ketamine-xylazine (140–148 mg/kg, i.p.) and sacrificed by intracardiac perfusion of PBS. Brains were dissected, frozen in isopentane at −25 °C and cut into 20 µm-thick frozen sections. FISH was performed following the RNAscope procedures (Advanced Cell Diagnostics (ACD) Newark, CA, USA) using a Cxcl10-specific probe (ACD reference 408921). Hybridization of a probe against the *Bacillus subtilis* dihydrodipicolinate reductase (dapB) (ACD reference 310043) gene was used as negative control. At least three independent experiments were performed and imaged.

### 2.7. Vessel Density Calculation

Experiments were performed on three months-old Cx43FL and Cx43KO brains (three animals per genotype). 20 µm-thick cryosections were post-fixed in PBS/PFA 4%, permeabilized in blocking solution (PBS/Triton X-100 0.25%/NGS 5%) followed by overnight incubation with Pecam-1/CD31 antibody (1/200 in blocking solution). Alexa594-coupled secondary antibodies were used to reveal Pecam-1/CD31 staining. Slices were imaged using a Leica DMRB wide-field microscope (10× objective, Leica Camera AG, Wetzlar, Germany) (three slices per animals). Pecam-1 staining from the parenchyma of cortex or hippocampus (meninges were excluded) was extracted from the images using ImageJ software (University of Madison, Madison, WI, USA).

Meninges were excluded. Number and size of vessels portions were obtained (Analyze particle, circularity = 0–0.8, size = 2 µm-Inf). Student T-test was used to determine differences between genotypes.

## 3. Results

### 3.1. Characterization of the Ribosome-Bound Transcriptome in Cx43-Deleted Hippocampal Astrocytes

We aimed to characterize how Cx43 deletion influences astrocyte functions. To do so, we focused on the transcriptional profile of Cx43-deleted astrocytes in astroglial Cx43 knock-out mice (Cx43KO) [14]. Astrocyte isolation and culture from neonates greatly modifies their molecular profiles even in absence of any pathogenic trigger [5]. To isolate the astrocyte “native” transcriptome, we developed an astrocyte-specific translating ribosome affinity purification (TRAP) approach [18], which allows focusing on mRNAs bound to ribosomes, thus potentially actively translated. To extract astrocyte polysomes in Cx43KO and floxed (FL) mice, we crossed them with Aldh1l1-eGFP/Rpl10a (Aldh1l1:L10a-eGFP) strain, in which the ribosomal protein L10a is fused with the eGFP and expressed under the control of the Aldh1l1 astrocyte-specific promoter [16]. Since astrocytes display regional molecular heterogeneity [21], we restrained our analysis to the hippocampus, where astrocyte Cx43 contribution to the brain physiology has been well studied [23], and performed extractions in 6 weeks-old tissues, when brain immune recruitment is at its maximum in Cx43KO [13]. GFP-tagged polysomes were immunoprecipitated in Aldh1l1:L10a-eGFP Cx43KO and in Aldh1l1:L10a-eGFP Cx43FL (control littermates) and mRNAs were extracted (Figure 1A). 

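Polysomal mRNAs recovered by TRAP, in which ribosomes carrying the eGFP-tagged protein L10a of astrocytes are immunoprecipitated, were measured in the hippocampus of 6 weeks-old mice in 3 Cx43FL and 3 Cx43KO libraries. For each library the authors deposited raw read counts on Ensembl transcripts, made by mapping filtered reads with STAR on mm10, removing reads that map more than once and counting with HTSeq-count. The total counts were 33423491, 34921942 and 34581847 in Cx43FL replicates 1 to 3, and 36869534, 55289727 and 77030398 in Cx43KO replicates 1 to 3. Their mean was 45.4 ± 17.6 M counts (SD, n = 6 libraries), and the paper's reported value is 50 ± 18 M reads passing the quality filter. These are totals over transcripts, and whether a read was counted on more than 1 transcript was not tested here.

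Of the transcripts, 73157 were matched to 22086 genes, and each gene was represented by its transcript with the highest total count over the 6 libraries. This representation was chosen after the counts and the mean reads of Supplementary Tables S1 and S2 had been seen. The total counts on genes then ranged from 14787303 to 15391214 in Cx43FL (median 15099265) and from 16056347 to 34733473 in Cx43KO (median 23965596). Genotypes were compared with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, which kept 13545 genes. Normalized counts are counts scaled to the mean library size after TMM, and CPM are counts per M of the library's counts on tested genes, after TMM scaling. Per M counts on genes before TMM scaling, 3 counts correspond to between 0.0864 and 0.203. This floor is thus only close to the CPM scale. It covers counting error only, since amplified reads are not independent molecules. The library numbers of the 2 genotypes fall in separate ranges, so that a difference between library batches, if there was one, cannot be told apart from the genotype.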

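The gene targeted for deletion, Gja1, which encodes Cx43, lies on chromosome 10 of GRCm38 from 56377330 to 56402513. It has 1 transcript in the counts, with 2 exons. Its counts were 1396, 1382 and 1264 in Cx43FL replicates 1 to 3, and 1405, 2449 and 3079 in Cx43KO replicates 1 to 3. The normalized counts were 1758 ± 108.7 in Cx43FL and 1856 ± 114 in Cx43KO (SD, n = 3 libraries each). The log2 fold change was 0.078 (standard error 0.28, adjusted p = 0.949 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries of both genotypes overlapped (exact 2-sided permutation test, p = 0.4, the smallest possible being 0.1). With each library left out in turn, the log2 fold change stayed between 0.026 and 0.12. A reduction of Gja1 in Cx43KO was thus not seen in these counts. The counts are totals over the transcript and do not show how the reads are spread over its exons. Whether the deleted part of the gene is covered therefore cannot be told from them.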

Three independent libraries for each genotype were generated and sequenced (Figure 1A). 

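Gfap had 1090, 1437 and 1315 CPM in Cx43FL replicates 1 to 3, and 549, 1375 and 2626 CPM in Cx43KO replicates 1 to 3. Slc1a3 ranged from 841 to 1099 CPM in Cx43FL and from 595 to 1993 CPM in Cx43KO. Aqp4 ranged from 425 to 539 CPM in Cx43FL and from 313 to 877 CPM in Cx43KO. Their log2 fold changes of 0.24, 0.34 and 0.16 were smaller than their standard errors of 0.46, 0.39 and 0.38. Cx3cr1 was counted in every library, with 2.90 to 6.32 CPM in Cx43FL and 3.10 to 6.73 CPM in Cx43KO. Cldn5 had 19, 2 and 17 counts in Cx43FL and 62, 0 and 70 counts in Cx43KO, and Npas4 had 50, 12 and 38 counts in Cx43FL and 91, 10 and 1 counts in Cx43KO. For each of these genes the libraries of both genotypes overlapped. Cspg4 had 4, 6 and 0 counts in Cx43FL and 245, 62 and 93 counts in Cx43KO, a log2 fold change of 4.92 (standard error 1.46, adjusted p = 0.492 from edgeR's quasi-likelihood test), with every Cx43KO library above every Cx43FL library. With DESeq2 and its prior the adjusted p of Cspg4 was 0.0397.

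**Figure D1:**
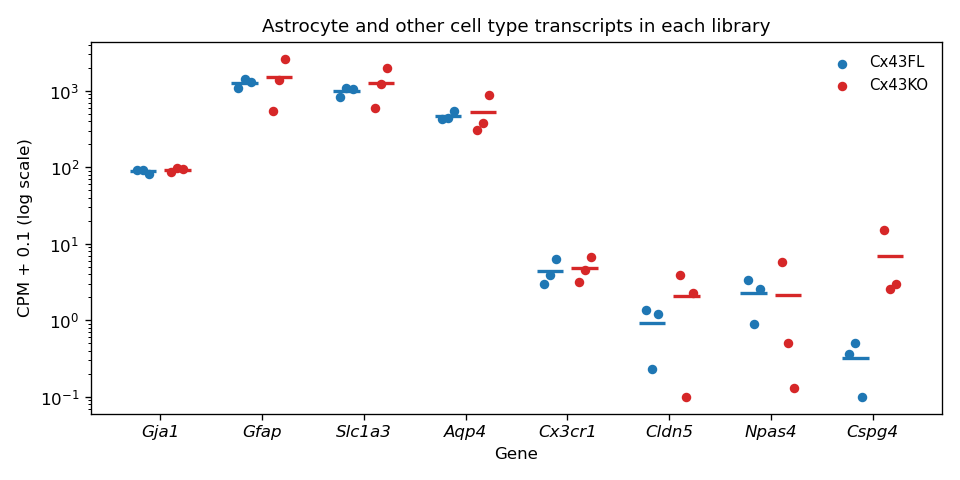
CPM plus 0.1 on a log axis of Gja1, of the astrocyte transcripts Gfap, Slc1a3 and Aqp4, and of Cx3cr1, Cldn5, Npas4 and Cspg4, with 1 point per library and a bar at the mean of the 3 libraries of each genotype. The astrocyte transcripts lie at 313 CPM or more in all 6 libraries, and the Cx43KO libraries all lie above the Cx43FL libraries for Cspg4.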

Importantly, known astrocyte-specific transcripts such as Gfap, Slc1a3 or Aqp4 were present in large quantity while most transcripts enriched or specific to myeloid cells (ex: Cx3Cr1), endothelial cells (ex: Cldn5), neurons (ex: Npas4), or oligodendrocytes (Cspg4) were absent, indicating the specificity of our approach [24]. 

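With a Benjamini-Hochberg adjusted p-value below 0.05 and a mean normalized count above 50 in the group with the higher mean, edgeR's quasi-likelihood test called 1 of 13545 genes upregulated and 0 downregulated in Cx43KO. At an unadjusted p-value below 0.05 there were 763 upregulated and 358 downregulated genes. DESeq2 with its normal prior on the fold changes, the default of the version that the paper used, called 113 genes upregulated and 17 downregulated, and without the prior 147 and 27. With the replicate number as a block, edgeR called 2 genes upregulated and 0 downregulated. For libraries with the same replicate number, the correlation of their deviations from the mean of their genotype lay between -0.0406 and 0.00157, with a mean of -0.0213.

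All 118 genes of Supplementary Table S1 could be tested, and 118 of them had a positive log2 fold change, with a median of 2.43. For 113 of them every Cx43KO library lay above every Cx43FL library. The lowest adjusted p among them was 0.490 in edgeR's test, 113 had an unadjusted p-value below 0.05, and DESeq2 with the prior called 84 of them. Supplementary Table S2 lists 24 genes, of which 23 could be tested. These 23 had a negative log2 fold change, with a median of -1.86, and for 23 every Cx43KO library lay below every Cx43FL library. DESeq2 with the prior called 12 of them. The paper chose both lists on these same 6 libraries. Their direction, size and separation of libraries are thus largely fixed by that choice and are not an independent test. Among all tested genes, 1095 had every Cx43KO library above and 1009 every Cx43KO library below the Cx43FL libraries. The biological coefficient of variation was 0.600. Across genes, log2 counts correlated at 0.842 to 0.927 between Cx43FL libraries and at 0.683 to 0.810 between Cx43KO libraries, genes not being independent replicates. Cx43KO replicate 2 correlated at 0.853, 0.782 and 0.872 with Cx43FL replicates 1 to 3, and at 0.739 and 0.810 with Cx43KO replicates 1 and 3. That library was thus no closer to its own genotype than to Cx43FL. On the first principal component of log2 CPM, with 37.9% of the variance, Cx43KO replicate 1 lay at 141.3. All other libraries lay between -62.3 and 0.36.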

In total, 118 genes were upregulated and 25 downregulated in Cx43KO compared to Cx43FL (Table 1 and Supplementary Tables S1 and S2). We next determined if these molecular events fell in specific biological pathways. 

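Supplementary Table S3 details 221 pathways, of which 57 are of the immune response type, 33 of cell signaling and 21 of ionic homeostasis. The genes of 178 pathways could be read in full, and 148 of these had at least 5 tested genes. Each was compared with all other tested genes by a 2-sided rank-sum test on the log2 fold changes, with a permutation p-value from 100000 random lists of the same size, which treats genes as independent although they are not. At p below 0.05, 94 pathways were raised in Cx43KO and 1 was lowered, and 81 were raised after Benjamini-Hochberg adjustment over the 148 pathways. The paper had selected these pathways as changed in the same 6 libraries, so that a rise of many of them is partly fixed by that selection and is not an independent test. When compared with the other genes of Supplementary Table S3 instead of all tested genes, 10 pathways were raised. The raised pathways comprised 19 of 34 tested of the immune response type, 15 of 24 of cell signaling, 9 of 11 of ionic homeostasis, and 9 of 10 of membrane depolarization and synaptic transmission. Several of the last 2 types are named for neuronal processes. Neuron markers outside Supplementary Tables S1 and S2 were raised too, by 1.71 on the log2 scale in Cx43KO replicate 1 and by 0.28 and 0.25 in replicates 2 and 3. Without Cx43KO replicate 1, 73 pathways were raised. In monocyte chemotaxis the median log2 fold change of 14 genes was 1.62, and in the type I interferon signaling pathway that of 31 genes was 0.61.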

Strikingly, analysis of gene ontology (GO) profiles revealed that 1/4 of the significantly changed pathways in Cx43KO astrocytes belonged to immune responses (57 pathways) followed by cell signaling (33 pathways) and ionic homeostasis (25 pathways) (Figure 1B,C) (Supplementary Table S3). Accordingly, the most upregulated transcripts in Cx43KO astrocytes were all encoding inflammation-related proteins (Table 1) such as the chemokines Ccl5 and Cxcl10 and components of the complement activation such as C3ar1 or C1qb. 

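Ccl5 (chromosome 11 of GRCm38, 83525778 to 83530518) had 0, 0 and 1 counts in Cx43FL replicates 1 to 3, and 151, 68 and 335 counts in Cx43KO replicates 1 to 3. Its log2 fold change was 8.05 (standard error 1.53, adjusted p = 0.490 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every Cx43KO library lay above every Cx43FL library (exact 2-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). With DESeq2 and its prior, the adjusted p of Ccl5 was 1.02e-04. Cxcl10 (chromosome 5, 92346638 to 92348889) had a normalized count of 121 ± 80.2 in Cx43FL and 772 ± 537 in Cx43KO (SD, n = 3 libraries each). Its CPM were 6.52, 9.95 and 1.89 in Cx43FL and 7.82, 56.9 and 52.1 in Cx43KO, and Cx43KO replicate 1 lay within the range of the Cx43FL libraries. C3ar1 (chromosome 6, 122847138 to 122856161) had 1, 0 and 1 counts in Cx43FL and 95, 40 and 86 counts in Cx43KO. C1qb (chromosome 4, 136880129 to 136886187) had 42, 27 and 18 counts in Cx43FL and 128, 97 and 1337 counts in Cx43KO. The log2 fold changes of Cxcl10, C3ar1 and C1qb were 2.67, 6.08 and 3.21, with standard errors of 0.80, 1.55 and 0.96, and that of C1qb was 1.63 without Cx43KO replicate 3. Their adjusted p-values were 0.492, 0.490 and 0.492 with edgeR, and 0.0492, 0.0430 and 0.0365 with DESeq2 and its prior. The 20 microglia markers that could be tested and that Supplementary Tables S1 and S2 do not list had a median log2 fold change of 1.17, at percentile 99.9 of 10000 random lists of the same mean expression. With at least 10 counts required in every library, the microglia median was 0.75, no longer outside the middle 95% of random lists. That filter also removes markers almost absent from Cx43FL, which can lower the median by itself. It therefore cannot tell a weaker rise from lost markers. The log2 fold change of the microglia marker Cx3cr1 was 0.13.

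**Figure D2:**
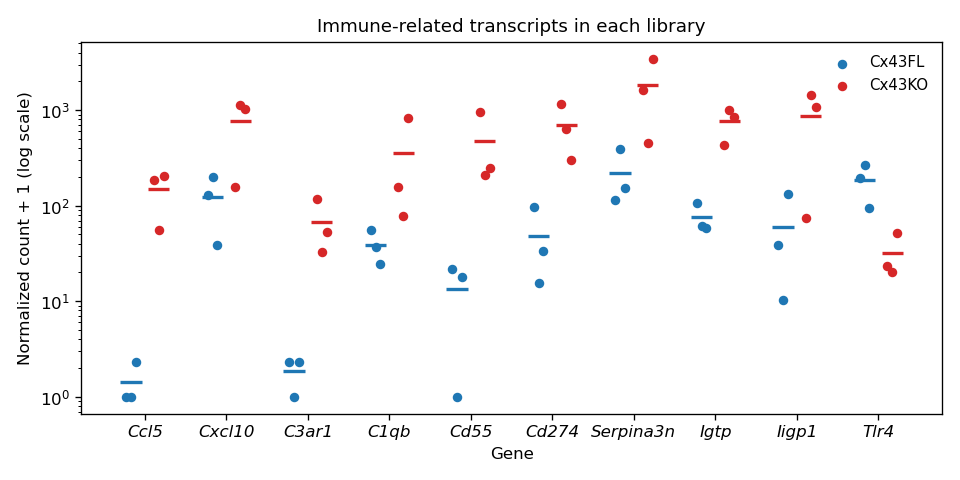
Normalized counts plus 1 on a log axis of 10 immune-related transcripts, with 1 point per library and a bar at the mean of the 3 libraries of each genotype. For Cxcl10 and Iigp1, 1 Cx43KO library lies within the range of the Cx43FL libraries, and for Tlr4 all Cx43KO libraries lie below the Cx43FL libraries.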

To validate the expression of chemokines by Cx43KO astrocytes, we performed an in situ hybridization detection of Cxcl10 mRNA on hippocampus sections (Figure 2). Astrocytes were identified by the co-immunolabelling of GFAP. In Cx43FL control mice, no signal could be detected. In contrast, Cxcl10 FISH signals could be detected in some Cx43KO astrocytes of P25 and 6 weeks-old mice. 

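Lcn2 (chromosome 2 of GRCm38, 32384633 to 32388252) had 0 counts in all 6 libraries and was not detectable at this depth, at which 3 counts correspond to 0.0864 to 0.203 CPM before TMM scaling. Vim (chromosome 2, 13573927 to 13582826) had a normalized count of 2132 ± 174 in Cx43FL and 2042 ± 1103 in Cx43KO (SD, n = 3 libraries each). Gfap (chromosome 11, 102887336 to 102900912) had a normalized count of 25390 ± 3493 in Cx43FL and 30070 ± 20740 in Cx43KO. The log2 fold changes were -0.062 for Vim (standard error 0.43, adjusted p = 0.978 from edgeR's quasi-likelihood test) and 0.24 for Gfap (standard error 0.46, adjusted p = 0.890). That of Gfap was -0.41 without Cx43KO replicate 3, and that of Vim was 0.32 without Cx43KO replicate 1. Of 13 panreactive astrocyte markers, 11 could be tested, with log2 fold changes from -0.58 (Hspb1) to 3.07 (Serpina3n), and DESeq2 with its prior called 2 of them upregulated.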

While these results suggested that Cx43KO astrocytes adopted a pro-inflammatory profile, most canonical panreactive astrocyte markers such as Lcn2 (Lipocalin-2), Vim (Vimentin) or Gfap were not upregulated in Cx43KO astrocytes [5,6]. In addition, several anti-inflammatory markers were upregulated, among which the complement decay-accelerating factor CD55 and the membrane receptor CD274 which inhibits T-cell proliferation by blocking cell cycle progression and cytokine production [25] (Table 1). 

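Cd55 (chromosome 1 of GRCm38, 130439027 to 130462744) had a normalized count of 12.6 ± 11.1 in Cx43FL and 471 ± 419.7 in Cx43KO (SD, n = 3 libraries each). Its counts were 16, 0 and 13 in Cx43FL replicates 1 to 3 and 776, 262 and 408 in Cx43KO replicates 1 to 3. Cd274 (chromosome 19, 29367455 to 29388095) had 73, 11 and 25 counts in Cx43FL and 948, 787 and 490 counts in Cx43KO. The log2 fold changes were 5.21 for Cd55 and 3.88 for Cd274, with standard errors of 1.17 and 0.81. With edgeR's quasi-likelihood test the adjusted p was 0.490 for Cd55 and 0.490 for Cd274, and with DESeq2 and its prior 2.39e-04 and 1.99e-04. For both genes every Cx43KO library lay above every Cx43FL library (exact 2-sided permutation test, p = 0.1, the smallest possible). With each library left out in turn, the log2 fold change ranged from 4.18 to 5.77 for Cd55 and from 3.29 to 4.88 for Cd274.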

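Tlr4 (chromosome 4 of GRCm38, 66827584 to 66930284) had 148, 203 and 72 counts in Cx43FL replicates 1 to 3 and 18, 24 and 83 counts in Cx43KO replicates 1 to 3. The normalized count was 184 ± 87.4 in Cx43FL and 30.7 ± 17.5 in Cx43KO (SD, n = 3 libraries each), with every Cx43KO library below every Cx43FL library (exact 2-sided permutation test, p = 0.1, the smallest possible). The log2 fold change was -2.58 (standard error 0.90), with an adjusted p of 0.540 in edgeR's quasi-likelihood test and of 0.0736 with DESeq2 and its prior.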

The Toll-like receptor Tlr4 was also downregulated in Cx43KO astrocytes (Supplementary Table S2), thus possibly reducing astrocyte capacity to activate an innate immune response [26]. Interestingly, these anti-inflammatory events seemed to be a specific signature of Cx43KO astrocytes as, except Serpina 3n, they were not observed in another recently described reactive astrocyte model of spinal cord injury (SCI), in contrast to most pro-inflammatory markers [7] (https://astrocyte.rnaseq.sofroniewlab.neurobio.ucla.edu) (Table 1). 

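In the Cx43KO astrocyte libraries, Serpina3n (chromosome 12 of GRCm38, 104406729 to 104414329) had a normalized count of 1836 ± 1506, against 219 ± 150 in Cx43FL (SD, n = 3 libraries each). Its log2 fold change was 3.07 (standard error 0.72), against 3.61 (standard error 0.73) for L1cam and 3.88 (standard error 1.25) for Best3. For these 3 genes every Cx43KO library lay above every Cx43FL library. The adjusted p-values were 0.490, 0.490 and 0.538 in edgeR's quasi-likelihood test, and 0.00414, 1.66e-04 and 0.0649 with DESeq2 and its prior. The spinal cord injury data were not analysed here.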

Altogether, these results strongly suggest that Cx43KO astrocytes display an atypical reactive profile with both pro- and anti-inflammatory properties.

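Ccl5, C3ar1, C1qb, Cd55, Cd274, Serpina3n, L1cam and Best3 had higher normalized counts in every Cx43KO library than in every Cx43FL library, while the libraries overlapped for Cxcl10, Vim and Gfap and Tlr4 was lower in every Cx43KO library. None of these genes had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test, the lowest being 0.490. With DESeq2 and its prior, Ccl5, Cxcl10, C3ar1, C1qb, Cd55, Cd274, Serpina3n and L1cam had an adjusted p-value below 0.05, from 1.02e-04 to 0.0492, and Best3, Tlr4, Vim and Gfap did not. The raised genes are among those that the paper lists from the same libraries, so that their separation is not an independent test. From the rise of both pro- and anti-inflammatory transcripts without that of most panreactive markers, the paper proposes that Cx43KO astrocytes have an atypical reactive profile.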

### 3.2. Cx43KO Astrocyte Reactive Profile Is Not Related to Classical Signaling Inflammatory Pathways

Multiple intracellular signaling pathways have been associated with astrocyte reactivity such as the Jak/Stat (mainly via STAT1 and STAT3) or the NFκB pathways [27,28,29]. Interestingly none of the transcription factors related to these pathways were upregulated in Cx43KO (Table 1 and Supplementary Tables S1 and S2), suggesting that if involved, their activation might be related to post-translational modification. 

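Of 16 genes of the Jak/Stat and NFκB pathways, 14 could be tested, with log2 fold changes from -1.20 (Rel) to 1.35 (Stat6) and a median of 0.27. The lowest adjusted p among them was 0.592 in edgeR's quasi-likelihood test, and DESeq2 with its prior called 0 of them upregulated. The log2 fold changes of Stat3, Nfkb1 and Rela were -0.066, 0.45 and 0.33, with standard errors of 0.38, 0.55 and 0.41.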

We tested the phosphorylated status of STAT1 (Y701 phosphorylation) and NFκBp65 (Thr435 phosphorylation) on Western-blot of Cx43FL and Cx43KO hippocampus proteins extracted at 6 weeks (*n* = 3). No difference could be found in either case between Cx43FL and Cx43KO (Figure 3A,C). Next, we addressed the possible implication of the STAT3 pathway. To do so, we took advantage of the already described transcriptional profile of reactive astrocytes in mice submitted to spinal cord injury (SCI) either wild type mice or deleted for STAT3 (Table 1) [7,30] (https://astrocyte.rnaseq.sofroniewlab.neurobio.ucla.edu) and compared to Cx43KO astrocytes. This analysis showed that except for Serpina3n, most inflammatory markers upregulated in Cx43KO astrocytes were upregulated upon SCI either in WT and STAT3 deleted mice. Thus, activation of these transcriptional events would not be mediated by STAT3. 

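Igtp (chromosome 11 of GRCm38, 58199556 to 58207591) had 81, 46 and 44 counts in Cx43FL replicates 1 to 3 and 348, 1266 and 1391 counts in Cx43KO replicates 1 to 3. Its log2 fold change was 3.36 (standard error 0.57), with an adjusted p of 0.490 in edgeR's quasi-likelihood test and of 7.90e-07 with DESeq2 and its prior. Iigp1 (chromosome 18, 60376027 to 60392634) had 29, 7 and 101 counts in Cx43FL and 59, 1802 and 1747 counts in Cx43KO, with a log2 fold change of 3.86 (standard error 1.10) and an adjusted p of 0.490 in edgeR's test and of 0.0191 with DESeq2 and its prior. For Igtp and Ccl5 every Cx43KO library lay above every Cx43FL library (exact 2-sided permutation test, p = 0.1, the smallest possible). For Iigp1 and Cxcl10, Cx43KO replicate 1 lay within the range of the Cx43FL libraries (exact 2-sided permutation test, p = 0.2). Ifng, the transcript of IFNγ, had 0, 0 and 2 counts in Cx43FL and 0, 0 and 0 counts in Cx43KO, fewer than the 3 counts taken as the smallest detectable amount.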

Finally, since several genes upregulated in Cx43KO astrocytes such as Cxcl10, Ccl5, Igtp and Ilgp are expression targets of interferon gamma (IFNγ) [28,29], we compared the level of this cytokine on Western-blot of hippocampal proteins extracted in 6 weeks-old Cx43KO and Cx43FL mice (*n* = 3). This analysis showed no significant increase of IFNγ between Cx43KO and Cx43FL (Figure 3B,C).These results suggest that the reactive profile of Cx43-deleted astrocytes is not mediated by a classical inflammatory pathway.

### 3.3. Microvascular Density Is Increased in Cx43KO Brain

Several pro-angiogenic markers were upregulated by Cx43KO astrocytes, such as the Netrin receptor Unc5b [31] and the leucine-rich repeats and immunoglobulin-like domains 2 protein Lrig2 [32]. 

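Unc5b (chromosome 10 of GRCm38, 60762593 to 60831581) had a normalized count of 18.7 ± 20.3 in Cx43FL and 281 ± 192 in Cx43KO (SD, n = 3 libraries each). Lrig2 (chromosome 3, 104396418 to 104511918) had 164, 75 and 108 counts in Cx43FL replicates 1 to 3 and 1682, 500 and 928 counts in Cx43KO replicates 1 to 3. The log2 fold changes of Unc5b, Lrig2 and Ccbe1 were 3.90, 2.74 and 2.96, with standard errors of 1.11, 0.67 and 0.77. That of Lrig2 was 1.68 without Cx43KO replicate 1. In these 3 genes every Cx43KO library lay above every Cx43FL library. Their adjusted p-values were 0.490, 0.490 and 0.490 in edgeR's quasi-likelihood test, and 0.0210, 0.00820 and 0.0109 with DESeq2 and its prior.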

We thus hypothesized that an angiogenic activity might be increased in Cx43KO brains and could modify the brain vascular network. We evaluated the vascular density in 3 months-old Cx43KO brain compared to Cx43FL. Vessels were immunostained for the endothelial-specific membrane protein Pecam-1/CD31 on brain sections. Density of vessels was assessed calculating the number of vessel portions per µm^2^ of parenchyma in the hippocampus and the cortex (*n* = 3 animals per genotype, 3 slices per animal) (Figure 4). In both brain areas, this density was statistically increased in Cx43KO, indicating the presence of more vessels. In contrast, the mean size of vessels was significantly reduced in Cx43KO, suggesting that the additional blood vessels were smaller in diameter. Altogether, this advocates for the activation of angiogenic processes in Cx43KO mice, leading to the development of additional small vessels in the hipoccampus and cortex.

## 4. Discussion

How the cross talk between the brain and the immune system is regulated is a question of prime importance. Indeed, most neuropathologies from trauma to neurodegenerative diseases involve inflammatory responses in the brain. In these processes, astrocytes, which interface the brain vascular system and the CSF, have been shown to be crucially involved, modifying their properties and functions to adopt a diversity of reactive profiles to restrain or promote inflammation [5,6,7,33,34]. While many efforts have been put to characterize astrocyte reactivity in pathological conditions, how astrocytes influence the quiescent homeostasis between the immune system in the healthy brain is an open question. In a recent work, we demonstrated that Cx43, a gap junction protein enriched at the GL level, regulates this equilibrium [13]. In mice specifically deleted for astroglial Cx43, we observed a modest but constant immune recruitment of T- and B-lymphocytes, neutrophils and plasmocytes, and the development of a specific autoimmune response against Vwa5a, an extracellular matrix protein expressed by astrocytes. Surprisingly, while such immune reactions are normally toxic to the brain, they did not provoke any brain lesion in Cx43KO mice. To understand the molecular basis of such regulation, we analyzed here the polysomal transcriptome of Cx43KO astrocytes.

Most of the differential events in Cx43KO astrocytes belonged to inflammatory processes indicating that astrocytes were reactive in absence of Cx43. However, their profile did not fall into the two poles of reactivity defined by recent gene profiling studies, namely the A1 toxic and inflammatory phenotype mediated by NFκB, and A2 anti-inflammatory phenotype mediated by STAT3 [6,7]. Indeed, both inflammatory and anti-inflammatory molecules were upregulated in Cx43KO astrocytes indicated a mixed reactivity state. 

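Of 12 A1 markers 12 could be tested, with log2 fold changes from -0.80 (Ugt1a1) to 3.86 (Iigp1). Of 12 A2 markers 8 could be tested, with log2 fold changes from -1.88 (Cd14) to 3.79 (Cd109). The lowest adjusted p was 0.490 among A1 and 0.540 among A2 markers in edgeR's quasi-likelihood test, and DESeq2 with its prior called 2 A1 and 0 A2 markers upregulated. Without the genes of Supplementary Tables S1 and S2, the median log2 fold change of 11 A1 markers was 1.17, at percentile 99.4 of 10000 random lists of the same mean expression. That of 7 A2 markers was 0.39, at percentile 69.8. The median deviation of the A1 markers from the mean of Cx43FL was -1.07 on the log2 scale in Cx43KO replicate 1, and 1.28 and 1.98 in Cx43KO replicates 2 and 3. With at least 10 counts required in every library, the A1 median was 0.52, no longer outside the middle 95% of random lists. Markers almost absent from Cx43FL are removed by that filter, so it cannot tell a weaker rise from lost markers.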

Cx43KO astrocytes lacked most pan-reactive astrocyte molecular events, such as the increase of GFAP, Vim (Vimentin) or Lcn2 (Lipocalin-2) [5,6,7,33,34,35]. Moreover, no activation of STAT1 and NFkB signaling pathways classically associated with astrocyte reactivity was detected, although their levels were measured here in whole tissues and not on purified astrocytes. Comparison of our data with the astroglial transcriptome of SCI WT or STAT3-deleted mice suggested that STAT3 activation may also not be involved in Cx43KO [7,30]. Interestingly, the unique astroglial transcriptomic profile nicely matched with the previously observed phenotype of Cx43KO mice [13]. First, the increase of Ccl5 and Cxcl10 had been detected in Cx43KO whole brains. 

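In the astrocyte polysomal mRNAs, Ccl5 had 9.37, 2.73 and 10.3 CPM in Cx43KO replicates 1 to 3 and 0, 0 and 0.0651 CPM in Cx43FL. Cxcl10 had 7.82, 56.9 and 52.1 CPM in Cx43KO and 6.52, 9.95 and 1.89 CPM in Cx43FL. In the same libraries the 20 microglia markers tested, without those of Supplementary Tables S1 and S2, had a median of 2.16 CPM in Cx43FL and 6.07 CPM in Cx43KO.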

Our present study indicated that Cx43KO astrocytes are the source of these chemokines. In contrast, the previously reported overexpression of Cxcl12 was not found here and might thus belong to another cell type. 

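Cxcl12 (chromosome 6 of GRCm38, 117168535 to 117181367) had 67, 66 and 89 counts in Cx43FL replicates 1 to 3 and 369, 92 and 220 counts in Cx43KO replicates 1 to 3. The normalized count was 96.4 ± 16.0 in Cx43FL and 221 ± 205 in Cx43KO (SD, n = 3 libraries each). The log2 fold change of 1.19 (standard error 0.82) had an adjusted p of 0.672 in edgeR's quasi-likelihood test, and it was 0.10 without Cx43KO replicate 1.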

Second, while T-cells are constantly recruited in Cx43KO brains, no T-cell proliferation could be previously detected [13]. This observation is coherent with the overexpression of CD274 by Cx43KO astrocytes, a protein involved in the regulation of T-cell activation [36]. Third, the complement cascade is not activated in Cx43KO mice [13]. Consistently, the complement decay factor CD55 was upregulated in Cx43KO astrocytes [37]. Finally, we previously reported that shear stress applied to the vascular system was able to open the BBB in adult Cx43KO compared to Cx43FL, indicating a progressive BBB weakening in Cx43KO mice [13]. Here, we showed the possible activation of an angiogenic program in Cx43KO astrocytes with the upregulation of markers such as Lrig2. Consistently, an increased microvascular density was observed in Cx43KO brain. Interestingly, Angiogenetic processes are commonly described as detrimental to the BBB integrity [38]. Thus, the increased vascular density observed in Cx43KO might modify the brain vascular network and potentially affect BBB integrity.

Besides these inflammatory processes, we observed that Cx43KO astrocytes overexpressed other types of molecules that might participate to anti-inflammatory processes: (1) Adhesion molecules, and in particular several Claudins that form tight junctions (TJ). 

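Cldn3 (chromosome 5 of GRCm38, 134986214 to 134987472) had 0, 0 and 0 counts in Cx43FL replicates 1 to 3 and 19, 74 and 196 counts in Cx43KO replicates 1 to 3. Cldn9 (chromosome 17, 23682584 to 23684026) had 2, 0 and 3 counts in Cx43FL and 175, 31 and 151 counts in Cx43KO, and Cldn2 (chromosome X, 139800828 to 139811386) had 135, 46 and 390 counts in Cx43FL and 867, 1916 and 2834 counts in Cx43KO. The log2 fold changes of Cldn3, Cldn9 and Cldn2 were 9.08, 5.60 and 2.55, with standard errors of 2.03, 1.50 and 0.65, and every Cx43KO library lay above every Cx43FL library. Their adjusted p-values were 0.490, 0.490 and 0.490 in edgeR's quasi-likelihood test, and 0.106, 0.0248 and 0.0168 with DESeq2 and its prior. The 17 choroid plexus markers that could be tested, without those of Supplementary Tables S1 and S2, had a median log2 fold change of 1.79. Without Cx43FL replicate 2 it was 1.21. On the log2 scale, their median deviation from the mean of Cx43FL was 1.07, -2.83 and 1.68 in Cx43FL replicates 1 to 3. It was 2.62, 2.13 and 2.93 in Cx43KO replicates 1 to 3.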

In normal healthy conditions, astrocyte endfeet forming the GL are devoid of TJs [39]. However, a recent report indicated that inflammation either mediated by IL1β or in an EAE model induces the expression of TJ proteins at the GL level, strengthening the GL barrier against immune cell penetration; (2) Proteins implicated in β-amyloïd clearance by astrocytes [40,41] suggesting a possible protective effect against Alzheimer disease as recently reported [42]; (3) Ion transporters which could compensate for ionic homeostasis modification induced by Cx43 gap junctions and hemichannels depletion.

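Mme (chromosome 3 of GRCm38, 63241537 to 63386030), listed under Aβ degradation in Table 1, had 0, 1 and 11 counts in Cx43FL replicates 1 to 3 and 112, 178 and 254 counts in Cx43KO replicates 1 to 3. Its log2 fold change was 4.77 (standard error 1.41), with an adjusted p of 0.490 in edgeR's quasi-likelihood test and of 0.0252 with DESeq2 and its prior. With each library left out in turn, that of Mme ranged from 4.19 to 7.55, the latter without Cx43FL replicate 3. Of the pathways of Supplementary Table S3 that could be tested, 8 of 8 of solute transport and 9 of 11 of ionic homeostasis were raised in Cx43KO at p below 0.05 in the rank-sum permutation test against all other tested genes. The paper had selected these pathways on the same libraries, and against the other genes of Supplementary Table S3 10 of all 148 tested pathways were raised. Some are named for neuronal processes, such as ionotropic glutamate receptor signaling and neurotransmitter transport, and others, such as amino acid transport, are not. Neuron markers deviated from Cx43FL by 1.71, 0.28 and 0.25 on the log2 scale in Cx43KO replicates 1 to 3. Neuronal RNA was thus not told apart from a rise in astrocytes.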

How the modified brain immunity in absence of astroglial Cx43 influences physiopathological processes needs now to be further addressed. Interestingly, deletion of Cx43 in astrocytes was associated with a weaker inflammatory response upon sepsis [43] and an attenuated neuronal death in an Alzheimer disease model [42] and in a mouse model of middle cerebral artery occlusion [44]. The chronic immune recruitment observed in Cx43KO could possibly result in an enhanced innate immunity and allow the brain to resolve inflammation more efficiently.

## 5. Conclusions

We show here that Cx43, a gap junction protein enriched in astroglial perivascular endfeet, controls the immunoregulatory phenotype of astrocytes. When deleted for Cx43, astrocytes develop an atypical reactive profile, overexpressing inflammatory and anti-inflammatory molecules that may contribute to the constant but non-deleterious immune recruitment observed in the parenchyma, as well as to the activation of an angiogenic program. Cx43 is, therefore, a key regulator of the brain immune system homeostasis at the gliovascular interface.

## Figures and Tables

**Figure 1:**
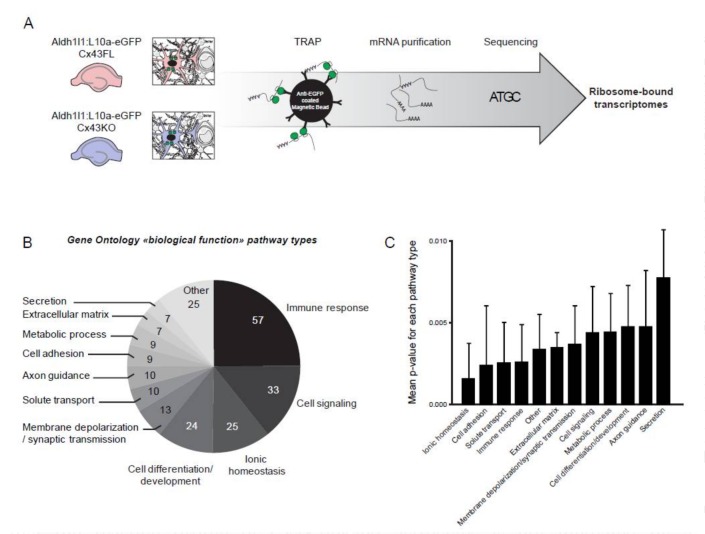
Comparative analysis of the polysomal astroglial transcriptome in Cx43KO and Cx43FL hippocampus; (**A**) Flowchart of the transcriptome procedure. Astrocyte polysomes were immunoprecipitated by TRAP from 6 weeks-old Aldh1l1:L10a-eGFP Cx43FL and Aldh1l1:L10a-eGFP Cx43KO hippocampi. Purified mRNAs were analyzed by RNASeq; (**B**,**C**) Gene Ontology “biological processes” analysis of differentially-expressed pathways between Cx43FL and Cx43KO astrocytes. (**B**) Circular diagram of pathway types, with the number of pathways for each type. (**C**) Detailed *p*-values of the Mann Whitney test for a change in expression between Cx43FL and Cx43KO astrocytes for each type of pathway.

**Figure 2:**
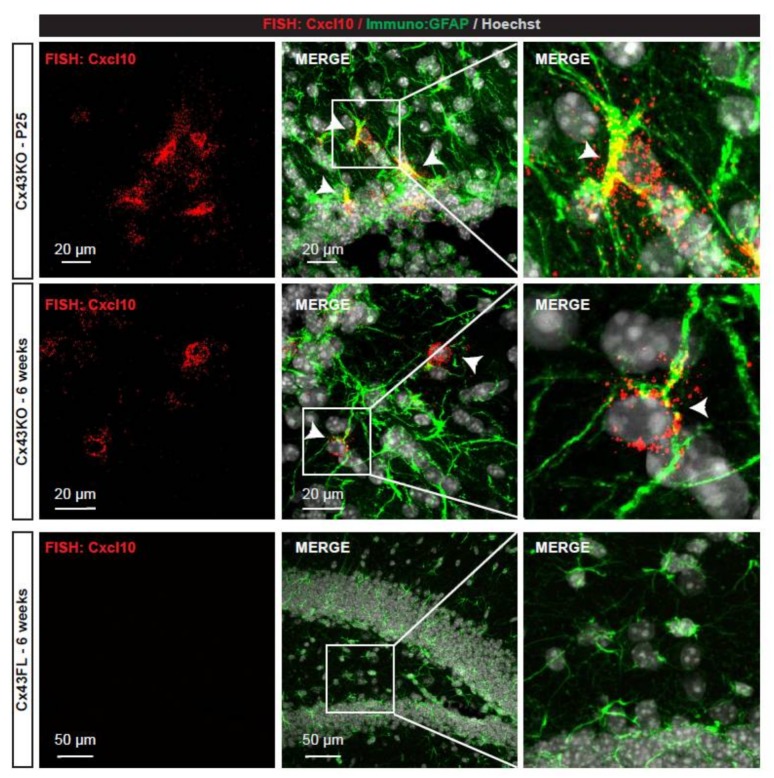
Detection of Cxcl10 mRNAs in Cx43KO hippocampal astrocytes; Confocal images of FISH detection of Cxcl10 mRNAs (red dots) on P25 and 6 weeks-old Cx43KO and 6 weeks-old Cx43FL hippocampal sections. Astrocyte processes were immunolabeled for the GFAP (green). Nuclei were stained with Hoechst (white). Right panels are larger magnifications of squared areas in the merge image (middle panel). Arrowheads indicate Cxcl10-expressing astrocytes.

**Figure 3:**
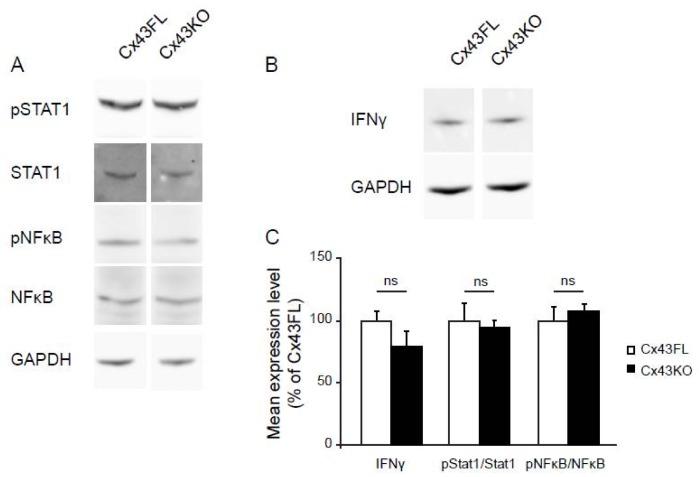
Comparative analysis of inflammatory-related signaling pathways in Cx43KO and Cx43FL hippocampus**.** Western Blot analysis of proteins extracted from 6 weeks-old Cx43FL (control) and Cx43KO hippocampi (*n* = 3). (**A**) Phosphorylation status of STAT1 and NFκB. Signals are normalized on the non-phosphorylated protein signal. GAPDH is used as a loading control; (**B**) IFNγ level. Signals are normalized on GAPDH; (**C**) Quantification of Cx43FL and Cx43KO signals in (**A**,**B**) ns stands for *p* > 0.05 (Mann-Whitney two-tailed test). Mean values are indicated ± the Standard Deviation (SD).

**Figure 4:**
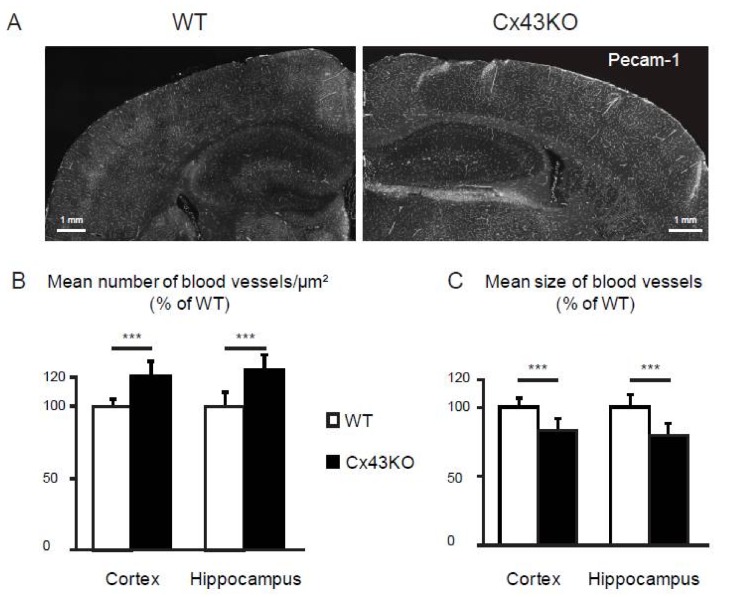
Comparative analysis of vascular density in the brain of Cx43FL and Cx43KO mice; (**A**) Representative images of Pecam-1 (CD31) immunostaining (white) on 3 months-old Cx43FL (control) and Cx43KO cortex and hippocampus sections; (**B**) Analysis of the number and size of blood vessels immnuolabeled for Pecam-1 in both genotypes. Student *T*-test, ***, *p* < 0.001.

**Table 1:** List of the 50 most overexpressed ribosomal-bound transcripts in Cx43KO and Cx43FL 6-weeks old hippocampus. Transcripts in Cx43KO astrocytes are classified by function. The two columns on the right report the fold-change of these markers in astrocytes of a spinal cord injury (SCI) model compared to untreated adult astrocytes in WT and STAT3-deleted mice [7] *(https://astrocyte.rnaseq.sofroniewlab.neurobio.ucla.edu).* Transcriptional events common to Cx43KO astrocytes and SCI astrocytes are indicated in grey.

		Astrocyte Ribosome-Bound mRNAs (Hippocampus)				Astrocyte Total mRNAs (Spinal Cord)	
Gene Name	Molecule Name	Mean Reads Cx43FL	Mean Reads Cx43KO	Fold Change in Cx43KO Astrocytes	Padj	Fold Change in WT SCI Astrocytes	Fold Change in STAT3 KO SCI Astrocytes
	**Inflammation**						
Ccl5	chemokine (C-C motif) ligand 5	0.4	139.3	17.9	1.2 × 10^7^	9.6	10.34
Itgam	integrin alpha M	4.8	314.8	14.2	9.1 × 10^5^	7	8.02
C3ar1	complement component 3a receptor 1	0.8	63.2	13.5	6.7 × 10^4^	11.8	12.22
Cd34	CD34 antigen	2.8	140.4	13.1	4.3 × 10^4^	9	6.82
Cd53	chemokine (C-C motif) ligand 5	2.0	151.0	14.2	1.2 × 10^4^	7.4	7.5
Cspg4	chondroitin sulfate proteoglycan 4	4.1	127.9	11.4	7.2 × 10^3^	4.5	5.54
Lyz2	lysozyme 2	39.5	764.4	11.3	1.5 × 10^4^	17.8	16.52
Gbp4	guanylate binding protein 4	3.7	83.2	11.2	1.8 × 10^3^	10.34	19.5
Slfn5	schlafen 5	5.2	93.6	9.6	4.1 × 10^2^	14.24	12.1
Igtp	interferon gamma induced GTPase	66.6	706.6	9.7	1.6 × 10^7^	5.4	10.2
Iigp1	interferon inducible GTPase 1	54.8	803.7	9.5	2.1 × 10^2^	9.2	17.34
Psmb9	proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2)	78.7	920.7	9.0	1.8 × 10^2^	5.98	9.12
C1qb	complement component 1, q subcomponent, beta polypeptide	35.2	328.6	8.3	2.9 × 10^2^	8.02	8.84
Scrt1	scratch homolog 1, zinc finger protein (Drosophila)	76.9	598.0	8.2	9.0 × 10^4^	ns	ns
Cxcl10	chemokine (C-X-C motif) ligand 10	80.8	663.5	8.1	1.4 × 10^2^	11.56	12.52
Fyb	FYN binding protein	27.0	185.8	7.6	9.8 × 10^3^	ns	10.08
Faah	fatty acid amide hydrolase	124.9	862.3	7.5	2.7 × 10^2^	6.4	ns
	**Anti-inflammation**						
Cd55	CD55 antigen	12.4	511.9	13.2	1.2 × 10^4^	ns	ns
Cd274	CD274 antigen	43.8	657.4	10.5	2.3 × 10^4^	ns	6.94
L1cam	L1 cell adhesion molecule	61.2	757.7	9.9	2.2 × 10^4^	ns	ns
Best3	bestrophin 3	7.4	110.9	9.6	1.7 × 10^2^	ns	ns
Serpina3n	serine (or cysteine) peptidase inhibitor, clade A, member 3N	202.7	1709.4	8.3	7.8 × 10^3^	8.14	ns
	Cellular junction						
Cldn3	claudin 3	0.0	60.2	15.2	2.8 × 10^4^	ns	ns
Cldn9	claudin 9	2.0	104.3	12.9	1.1 × 10^3^	ns	ns
Pcdhb18	protocadherin beta 18	27.4	249.1	8.7	2.7 × 10^3^	ns	ns
Cdh12	cadherin 12	75.2	579.6	7.8	2.1 × 10^2^	ns	ns
Unc5b	unc-5 homolog B (*C. elegans*)	17.3	264.5	9.8	1.1 × 10^2^	ns	ns
	**Angiogenesis**						
Lrig2	leucine-rich repeats and immunoglobulin-like domains 2	137.8	953.6	7.7	8.6 × 10^3^	ns	ns
Ccbe1	collagen and calcium binding EGF domains 1	49.8	394.3	8.1	6.3 × 10^3^	ns	ns
	**Glioma**						
Cmtm7	CKLF-like MARVEL transmembrane domain containing 7	3.6	66.2	9.9	2.4 × 10^2^	9.2	7.66
Rbl1	retinoblastoma-like 1 (p107)	21.3	266.9	9.7	1.5 × 10^3^	ns	ns
Cd109	CD109 antigen	4.0	58.1	9.2	3.4 × 10^2^	3.74	3.22
	**Ion Transport**						
Slc9a4	solute carrier family 9 (sodium/hydrogen exchanger), member 4	6.0	115.2	10.2	1.3 × 10^2^	ns	ns
Slc8a2	solute carrier family 8 (sodium/calcium exchanger), member 2	94.9	740.6	8.4	1.1 × 10^4^	ns	ns
Scnn1a	sodium channel, nonvoltage-gated 1 alpha	24.8	208.2	8.4	4.5 × 10^3^	ns	ns
Slc16a4	solute carrier family 16 (monocarboxylic acid transporters), member 4	42.7	397.4	8.3	2.6 × 10^2^	ns	ns
Cacna2d3	calcium channel, voltage-dependent, alpha2/delta subunit 3	56.8	407.6	7.8	1.0 × 10^2^	ns	ns
	**Aβ degradation**						
Mme	membrane metallo endopeptidase	6.0	141.3	11.8	1.2 × 10^4^	ns	ns
Pigz	phosphatidylinositol glycan anchor biosynthesis, class Z	6.4	122.5	10.3	1.2 × 10^2^	ns	ns

## Supplementary Materials

The following are available online at http://www.mdpi.com/2076-3425/8/4/50/s1. Table S1: Upregulated ribosomal-bound transcripts in Aldh1l1:L10a-eGFP Cx43KO Cx43KO versus Aldh1l1:L10a-eGFP Cx43FL 6-weeks old hippocampus; Table S2: Downregulated ribosomal-bound transcripts in Aldh1l1:L10a-eGFP Cx43KO Cx43KO versus Aldh1l1:L10a-eGFP Cx43FL 6-weeks old hippocampus; Table S3: Gene ontology of differential biological functions in Aldh1l1:L10a-eGFP Cx43KO Cx43KO compared to Aldh1l1:L10a-eGFP Cx43FL 6-weeks old hippocampus.

## References

[1] Engelhardt B., Vajkoczy P., Weller R.O. (2017). The movers and shapers in immune privilege of the CNS. Nat. Immunol..

[2] Alvarez J.I., Katayama T., Prat A. (2013). Glial influence on the blood brain barrier. Glia.

[3] Armulik A., Genove G., Mae M., Nisancioglu M.H., Wallgard E., Niaudet C., He L., Norlin J., Lindblom P., Strittmatter K. (2010). Pericytes regulate the blood-brain barrier. Nature.

[4] Engelhardt B., Coisne C. (2011). Fluids and barriers of the CNS establish immune privilege by confining immune surveillance to a two-walled castle moat surrounding the CNS castle. Fluids Barriers CNS.

[5] Zamanian J.L., Xu L., Foo L.C., Nouri N., Zhou L., Giffard R.G., Barres B.A. (2012). Genomic analysis of reactive astrogliosis. J. Neurosci..

[6] Liddelow S.A., Guttenplan K.A., Clarke L.E., Bennett F.C., Bohlen C.J., Schirmer L., Bennett M.L., Munch A.E., Chung W.S., Peterson T.C. (2017). Neurotoxic reactive astrocytes are induced by activated microglia. Nature.

[7] Anderson M.A., Burda J.E., Ren Y., Ao Y., O’Shea T.M., Kawaguchi R., Coppola G., Khakh B.S., Deming T.J., Sofroniew M.V. (2016). Astrocyte scar formation aids central nervous system axon regeneration. Nature.

[8] Broux B., Gowing E., Prat A. (2015). Glial regulation of the blood-brain barrier in health and disease. Semin. Immunopathol..

[9] Boulay A.C., Cisternino S., Cohen-Salmon M. (2016). Immunoregulation at the gliovascular unit in the healthy brain: A focus on connexin 43. Brain Behav. Immun..

[10] Ezan P., Andre P., Cisternino S., Saubamea B., Boulay A.C., Doutremer S., Thomas M.A., Quenech’du N., Giaume C., Cohen-Salmon M. (2012). Deletion of astroglial connexins weakens the blood-brain barrier. J. Cereb. Blood Flow Metab..

[11] Lynn B.D., Tress O., May D., Willecke K., Nagy J.I. (2011). Ablation of connexin30 in transgenic mice alters expression patterns of connexin26 and connexin32 in glial cells and leptomeninges. Eur. J. Neurosci..

[12] Herve J.C., Derangeon M., Sarrouilhe D., Giepmans B.N., Bourmeyster N. (2012). Gap junctional channels are parts of multiprotein complexes. Biochim. Biophys. Acta.

[13] Boulay A.C., Mazeraud A., Cisternino S., Saubamea B., Mailly P., Jourdren L., Blugeon C., Mignon V., Smirnova M., Cavallo A. (2015). Immune quiescence of the brain is set by astroglial connexin 43. J. Neurosci..

[14] Theis M., Mas C., Doring B., Kruger O., Herrera P., Meda P., Willecke K. (2001). General and conditional replacement of connexin43-coding DNA by a lacz reporter gene for cell-autonomous analysis of expression. Cell Commun. Adhes..

[15] Zhang J., Dublin P., Griemsmann S., Klein A., Brehm R., Bedner P., Fleischmann B.K., Steinhauser C., Theis M. (2013). Germ-line recombination activity of the widely used hgfap-cre and nestin-cre transgenes. PLoS ONE.

[16] Doyle J.P., Dougherty J.D., Heiman M., Schmidt E.F., Stevens T.R., Ma G., Bupp S., Shrestha P., Shah R.D., Doughty M.L. (2008). Application of a translational profiling approach for the comparative analysis of CNS cell types. Cell.

[17] Heiman M., Schaefer A., Gong S., Peterson J.D., Day M., Ramsey K.E., Suarez-Farinas M., Schwarz C., Stephan D.A., Surmeier D.J. (2008). A translational profiling approach for the molecular characterization of CNS cell types. Cell.

[18] Heiman M., Kulicke R., Fenster R.J., Greengard P., Heintz N. (2014). Cell type-specific mrna purification by translating ribosome affinity purification (trap). Nat. Protoc..

[19] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[20] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[21] Bachoo R.M., Kim R.S., Ligon K.L., Maher E.A., Brennan C., Billings N., Chan S., Li C., Rowitch D.H., Wong W.H. (2004). Molecular diversity of astrocytes with implications for neurological disorders. Proc. Natl. Acad. Sci. USA.

[22] Nikitin A., Egorov S., Daraselia N., Mazo I. (2003). Pathway studio—The analysis and navigation of molecular networks. Bioinformatics.

[23] Pannasch U., Vargova L., Reingruber J., Ezan P., Holcman D., Giaume C., Sykova E., Rouach N. (2011). Astroglial networks scale synaptic activity and plasticity. Proc. Natl. Acad. Sci. USA.

[24] Clarke L.E., Liddelow S.A., Chakraborty C., Munch A.E., Heiman M., Barres B.A. (2018). Normal aging induces a1-like astrocyte reactivity. Proc. Natl. Acad. Sci. USA.

[25] Han R., Luo J., Shi Y., Yao Y., Hao J. (2017). Pd-l1 (programmed death ligand 1) protects against experimental intracerebral hemorrhage-induced brain injury. Stroke.

[26] Rosciszewski G., Cadena V., Murta V., Lukin J., Villarreal A., Roger T., Ramos A.J. (2017). Toll-like receptor 4 (TLR4) and triggering receptor expressed on myeloid cells-2 (TREM-2) activation balance astrocyte polarization into a proinflammatory phenotype. Mol. Neurobiol..

[27] Colombo E., Farina C. (2016). Astrocytes: Key regulators of neuroinflammation. Trends Immunol..

[28] Kudriaeva A., Galatenko V.V., Maltseva D.V., Khaustova N.A., Kuzina E., Tonevitsky A.G., Gabibov A., Belogurov A. (2017). The transcriptome of type I murine astrocytes under interferon-gamma exposure and remyelination stimulus. Molecules.

[29] Hidano S., Randall L.M., Dawson L., Dietrich H.K., Konradt C., Klover P.J., John B., Harris T.H., Fang Q., Turek B. (2016). Stat1 signaling in astrocytes is essential for control of infection in the central nervous system. mBio.

[30] Ben Haim L., Ceyzeriat K., Carrillo-de Sauvage M.A., Aubry F., Auregan G., Guillermier M., Ruiz M., Petit F., Houitte D., Faivre E. (2015). The jak/stat3 pathway is a common inducer of astrocyte reactivity in alzheimer’s and Huntington’s diseases. J. Neurosci..

[31] Navankasattusas S., Whitehead K.J., Suli A., Sorensen L.K., Lim A.H., Zhao J., Park K.W., Wythe J.D., Thomas K.R., Chien C.B. (2008). The netrin receptor unc5b promotes angiogenesis in specific vascular beds. Development.

[32] Yang H.K., Chen H., Mao F., Xiao Q.G., Xie R.F., Lei T. (2017). Downregulation of LRIG2 expression inhibits angiogenesis of glioma via EGFR/VEGF-A pathway. Oncol. Lett..

[33] Anderson M.A., Ao Y., Sofroniew M.V. (2014). Heterogeneity of reactive astrocytes. Neurosci. Lett..

[34] Liddelow S.A., Barres B.A. (2017). Reactive astrocytes: Production, function, and therapeutic potential. Immunity.

[35] Sofroniew M.V. (2009). Molecular dissection of reactive astrogliosis and glial scar formation. Trends Neurosci..

[36] Wilcox R.A., Feldman A.L., Wada D.A., Yang Z.Z., Comfere N.I., Dong H., Kwon E.D., Novak A.J., Markovic S.N., Pittelkow M.R. (2009). B7-H1 (PD-L1, CD274) suppresses host immunity in T-cell lymphoproliferative disorders. Blood.

[37] Van Beek J., van Meurs M., Ba T.H., Brok H.P., Neal J.W., Chatagner A., Harris C.L., Omidvar N., Morgan B.P., Laman J.D. (2005). Decay-accelerating factor (CD55) is expressed by neurons in response to chronic but not acute autoimmune central nervous system inflammation associated with complement activation. J. Immunol..

[38] Argaw A.T., Asp L., Zhang J., Navrazhina K., Pham T., Mariani J.N., Mahase S., Dutta D.J., Seto J., Kramer E.G. (2012). Astrocyte-derived VEGF-A drives blood-brain barrier disruption in CNS inflammatory disease. J. Clin. Investig..

[39] Horng S., Therattil A., Moyon S., Gordon A., Kim K., Argaw A.T., Hara Y., Mariani J.N., Sawai S., Flodby P. (2017). Astrocytic tight junctions control inflammatory CNS lesion pathogenesis. J. Clin. Investig..

[40] Ries M., Sastre M. (2016). Mechanisms of abeta clearance and degradation by glial cells. Front Aging Neurosci..

[41] Toyn J.H., Lin X.A., Thompson M.W., Guss V., Meredith J.E., Sankaranarayanan S., Barrezueta N., Corradi J., Majumdar A., Small D.L. (2010). Viable mouse gene ablations that robustly alter brain abeta levels are rare. BMC Neurosci..

[42] Yi C., Koulakoff A., Giaume C. (2017). Astroglial connexins as a therapeutic target for Alzheimer’s disease. Curr. Pharm. Des..

[43] Zhou J.J., Cheng C., Qiu Z., Zhou W.H., Cheng G.Q. (2015). Decreased connexin 43 in astrocytes inhibits the neuroinflammatory reaction in an acute mouse model of neonatal sepsis. Neurosci. Bull..

[44] Lioy D.T., Garg S.K., Monaghan C.E., Raber J., Foust K.D., Kaspar B.K., Hirrlinger P.G., Kirchhoff F., Bissonnette J.M., Ballas N. (2011). A role for glia in the progression of Rett’s syndrome. Nature.

How the deposited data were processed for this re-analysis (not part of the article)

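Polysomal mRNAs of astrocytes, recovered by TRAP from the hippocampus of 6 weeks-old mice, were measured in 3 Cx43FL and 3 Cx43KO libraries. The authors filtered the reads with the Eoulsan pipeline, mapped them with STAR on mm10, removed reads mapping more than once, counted with HTSeq-count and deposited the raw counts. The deposited values are counts on Ensembl transcripts in each library, not normalized. Genotype and replicate number were taken from the sample labels and the paper, and no library was left out of the original setting.

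The tests had been fixed for counts per gene, and the files hold counts per transcript. Of the transcripts, 73157 were matched to the annotation of the same build (GRCm38) and 2309 were not, the latter holding 1.60% to 1.78% of the counts. Each of the 22086 genes was represented by its transcript with the highest total count over the 6 libraries, without regard to genotype. This choice was made after the counts had been seen and compared with the mean reads of the paper's supplementary tables, and before any test was run. Testing every transcript, and adding up the transcripts of a gene, were added as alternatives at that point. The symbols of 3 genes of the supplementary tables were matched by hand. No pair of libraries differed by as little as sampling noise, the chi-square per degree of freedom being 35.6 or more.

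Genotypes were compared with edgeR 4.0.16 in R 4.3.3, by TMM normalization, filterByExpr with the genotype as group, and the quasi-likelihood F test with the genotype alone in the model. A gene was called with a Benjamini-Hochberg adjusted p-value below 0.05 and a mean normalized count above 50 in the group with the higher mean. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. Alternatives were DESeq2's size factors, upper-quartile factors, no filter, at least 10 counts in every library, DESeq2 1.42.0 with and without its normal prior, the replicate number as a block, loess offsets on GC content and length with limma 3.58.1, with and without that block, leaving out each library, no minimum on the mean count and the unadjusted p-value. Single genes were also compared by an exact 2-sided permutation test on log2 of CPM plus 0.5, whose smallest p is 0.1. Pathways of Supplementary Table S3 that could be read in full and had at least 5 tested genes were compared with other genes by a rank-sum test against 100000 random lists. Lists of marker genes, written before the data were examined, were compared with 10000 random lists matched on mean expression in 20 bins, leaving out the genes of Supplementary Tables S1 and S2. These computations used numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

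The genes named are those that the paper's text names for the sequencing data, the genes of its Table 1 as a group, Gja1, the transcription factors of the Jak/Stat and NFκB pathways, the reactive astrocyte markers, and the 5 largest rises and 5 largest falls among genes past the threshold with every Cx43KO library on the same side of every Cx43FL library. Only Prm1 met the last criterion. A result for 1 of the genes covered by this rule is not reported here. The tests were tested on simulated data with real dispersions, in which 200 genes were changed by 3 on the log2 scale. edgeR recovered 77.5% of them with 7 false calls, and DESeq2 with the prior 88.5% with 51 false calls. The dispersions were those estimated by edgeR, genes were independent, and only genes well counted in Cx43FL were changed. These shares therefore do not carry over to genes with almost no counts in Cx43FL.

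The total counts on transcripts ranged from 33423491 to 77030398 per library. Per M counts on genes before TMM scaling, 3 counts correspond to between 0.0864 and 0.203, which covers counting error only. The library numbers of the 2 genotypes fall in separate ranges, so that a difference between library batches, if there was one, cannot be told apart from the genotype. The in situ hybridization, Western-blot and vessel measurements and the spinal cord injury data were not analysed here.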

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

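The tests on the origin of the Prm1 counts were chosen only after the result was seen. Prm1, a protamine gene on chromosome 16 of GRCm38 from 10796326 to 10805839, passed the threshold of edgeR's quasi-likelihood test and is not among the genes that the paper's text or tables discuss. It had 0, 0 and 0 counts in Cx43FL and 571, 665 and 705 counts in Cx43KO replicates 1 to 3, a signal above the level of the control libraries. The log2 fold change was 12.12 (standard error 1.12, adjusted p = 0.0267), higher in 3 of 3 Cx43KO libraries. It also passed with DESeq2 and the prior (adjusted p = 8.73e-29). It no longer passed when any library other than Cx43KO replicate 1 was left out, or when the transcripts of a gene were added up. Its log2 fold change stayed between 11.96 and 12.18 with one library left out. With 0 counts in every Cx43FL library, this size depends on how the fit treats counts of 0. Leaving out a Cx43FL library therefore does not test it.

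RNA of male germ cells in the Cx43KO libraries was tested by the germ cell genes Prm2, Tnp1 and Tnp2, on which 0 Cx43KO libraries had a count, and this explanation was dropped. A candidate explanation is a protamine sequence carried by the Cre transgene, since all 3 Cx43KO libraries, whose mice carry Cre, had counts on Prm1. The pattern fixes that result in advance and the sequence of the transgene was not used here, so it remains a hypothesis. A response of astrocytes to the loss of Cx43 cannot be told apart from it, nor from a difference between library batches.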

How the results depend on the processing

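The alternatives were chosen before the data were examined, except every transcript tested on its own and the transcripts of a gene added up, which were chosen after seeing the data. The numbers of upregulated and downregulated genes stayed at 1 and 0 with DESeq2's median-of-ratios factors, upper-quartile factors and no filter on low counts. They also stayed so with GC content and length offsets, no minimum on the mean count, and every transcript tested on its own. At an unadjusted p-value below 0.05, counted in the original setting only, they were 763 and 358. Upregulated genes numbered 0 with at least 10 counts in every library, 0 with the transcripts of a gene added up, 2 with the replicate block and 2 with the offsets and the block, and downregulated genes 0 in each of these. DESeq2 called 113 upregulated and 17 downregulated genes with the prior, and 147 and 27 without it. Across the 6 fits that each left out one library, upregulated genes ranged from 0 to 11, the latter without Cx43KO replicate 1, and downregulated genes stayed at 0. Of the genes of Supplementary Table S1, 0 passed with edgeR, 84 with DESeq2 and the prior, 93 without the prior, and from 0 to 3 with one library left out. Of those of Supplementary Table S2, 0 passed with edgeR, 12 with DESeq2 and the prior and 14 without the prior. The cause was not tested on these genes. On simulated data with real dispersions, DESeq2 with the prior made 51 false calls among 228, and edgeR 7 among 162. The simulated genes were independent, had dispersions estimated by edgeR, and those changed were well counted in Cx43FL. Genes with almost no counts in Cx43FL and shifts shared by many genes were not simulated. The simulation therefore does not show which test is right for the genes of these supplementary tables.

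The 94 pathways raised in Cx43KO became 10 when compared with other genes of Supplementary Table S3, 90 when compared with genes of the same mean expression, 95 when ranked by the square root of F and 103 when ranked by DESeq2 with the prior. They ranged from 73 to 100 with one library left out. The cause of the lower number was not tested.

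Of 39 named genes that could be tested, 10 reversed under at least 1 alternative, and each of these lay within its standard error of 0 in the original setting. Gfap reversed with the replicate block (-0.020), with the offsets and the block (-0.030) and with added-up transcripts (-0.015), Aqp4 with the offsets and the block (-0.14), and Vim with added-up transcripts (0.019). With one library left out, the log2 fold change ranged from -0.41 to 0.64 for Gfap, -0.14 to 0.68 for Slc1a3, -0.43 to 0.42 for Aqp4, -0.20 to 0.50 for Cx3cr1, -3.32 to 0.46 for Npas4, -0.36 to 0.32 for Vim, -0.58 to 0.16 for Aldh1l1, -0.0065 to 0.60 for Rpl10a, -0.27 to 0.26 for Stat3 and -0.0040 to 0.83 for Nfkb1. The cause was not tested. Of the other values of named genes, 39 newly passed the threshold, most of them with DESeq2, and 6, all of Prm1, no longer passed.

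With at least 10 counts in every library, the median log2 fold change was 0.75 for microglia and 0.52 for A1 markers, both no longer outside the middle 95% of random lists, and it reversed to 0.53 for immediate early genes. Because this filter drops markers almost absent from Cx43FL, the 2 lower medians do not by themselves show a weaker rise. With the replicate block it reversed to -0.020 for pan-reactive markers. With one library left out, the medians ranged from -0.48 to 0.14 for astrocyte, 0.016 to 1.32 for oligodendrocyte, -0.13 to 0.28 for oligodendrocyte precursor, 0.86 to 1.74 for endothelial, 0.60 to 1.37 for ependymal, -0.36 to 0.67 for pan-reactive, 0.77 to 1.61 for A1, -0.32 to 1.29 for A2 and -0.64 to 0.42 for immediate early markers, and each of these lists reversed or changed its side of the threshold in at least 1 of the 6 fits. The microglia, neuron, choroid plexus and interferon response lists kept their direction and their side of the threshold in all 6 fits. Their medians ranged from 0.98 to 1.59, 0.16 to 1.20, 1.21 to 2.44 and 1.19 to 2.17. The neuron median was 0.97 with all libraries and 0.16 without Cx43KO replicate 1, so that most of its size rests on that library. The cause was not tested.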

Differences from the paper's values

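The number of upregulated genes was 1 against the paper's 118, and that of downregulated genes 0 against the paper's 25 (763 and 358 at an unadjusted p-value below 0.05). Of the 17 alternatives set before the data were examined, DESeq2 with the prior (113 and 17) and DESeq2 without it (147 and 27) lay within 1.5 times the paper's numbers, and the others did not. The paper's methods name DESeq2.

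The fold change of Ccl5 was 266 against the paper's 17.9, and that of Cldn3 was 542 against the paper's 15.2. Under none of the 14 alternatives set before the data were examined did they come within the standard error of the paper's values. Cx43FL replicates 1 to 3 had 0, 0 and 1 counts on Ccl5 and 0, 0 and 0 on Cldn3. The sizes of these 2 fold changes thus depend on how the fit treats counts of 0, and are not exact. Without Cx43FL replicate 3, that of Ccl5 was 1241. The fold change of C3ar1 was 67.7 against the paper's 13.5. Without Cx43KO replicate 1 it was 42.8, within the standard error of its log2 fold change of the paper's value, and under the other alternatives it was not. The fold change of Cd55 was 37.1 against the paper's 13.2, and the fold change of Cldn9 was 48.4 against the paper's 12.9. Without Cx43FL replicate 2 they were 24.6 and 32.6, and without Cx43KO replicate 1 18.1 and 25.6, within the standard error of the paper's values but still above them, and under the other alternatives they were not. The direction of the difference depended on the prior. With DESeq2 and the prior, the fold changes of Ccl5, C3ar1 and Cd55 were 7.76, 3.71 and 6.83, below the paper's values. The log2 fold changes of Cldn3 and Cldn9 were then 1.63 and 2.05, against 9.08 and 5.60 in edgeR's test. The mean counts lay closer to the paper's, those of Ccl5 being 0.43 in Cx43FL and 148 in Cx43KO against 0.399 and 139. In the group with the higher mean, 97 of 118 genes of Supplementary Table S1 and 21 of 24 of Supplementary Table S2 lay within 10% of the paper's mean reads. The transcript of each gene had been chosen after these mean reads were seen.

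The paper names Cspg4 among transcripts absent from the libraries, and it had 4, 6 and 0 counts in Cx43FL and 245, 62 and 93 counts in Cx43KO, while Table 1 lists it as upregulated. The paper places Tlr4 among the downregulated genes, and its log2 fold change was -2.58 with an adjusted p of 0.540 in edgeR's test and of 0.0736 with DESeq2 and the prior. Supplementary Table S2 lists 24 genes, and Supplementary Table S3 lists 21 pathways of ionic homeostasis, fewer than the paper's text gives for each. The paper describes Cx43KO astrocytes as deleted for Cx43, and the counts of Gja1 showed no reduction, with a log2 fold change of 0.078 (standard error 0.28). These totals do not show which exons the reads cover, so that the deletion is neither seen nor excluded.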

Other observations

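The tests on other splits for DESeq2, pathways and marker lists, and that on the paper's fold changes, were chosen only after the results were seen. The 6 libraries make 10 splits into groups of 3, and 4 of them, the real one included, part the same 3 same-numbered pairs, while the others part 1 pair. In edgeR's test 1 of these 4 splits, the real one, gave 1 gene past the threshold, and the other splits gave 0 (from 314 to 977 at an unadjusted p-value below 0.05, against 1121). With DESeq2 and the prior, 1 of the 4, the real one, gave as many as 130 genes, and the other splits from 0 to 29. For pathways moved one way, 1 of the 4, the real one, gave as many as 94, and the other splits from 18 to 68, but the paper had selected these pathways on the real split. For marker lists, 2 of the 4 splits put as many as 8 lists outside the middle 95% of random lists in either direction, and the splits that part 1 pair put from 3 to 11 outside. Counted one way, the real split put 8 lists outside, the other splits that part 3 pairs from 3 to 6, and those that part 1 pair from 2 to 8. With 4 splits the share cannot be small enough to set the real grouping apart from any other.

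Technical differences between the genotypes were examined for the number of genes past the threshold. Every Cx43KO total count lay above every Cx43FL total count, the closest by a ratio of 1.06, so that library size and genotype cannot be told apart in general. The gene that passed, Prm1, is not accounted for by library size, since it had 35.4 CPM in Cx43KO replicate 1, the smallest Cx43KO library, and 0 in every Cx43FL library. The share of the 10 highest genes was 1.10 times as large in Cx43KO, with overlapping libraries, and this explanation was dropped. Across 13545 genes, which are not independent replicates, the log2 fold change followed transcript length with a Spearman correlation of 0.276 and GC content with 0.0466. With GC content and length offsets 1 gene passed, Prm1, which had no counts in Cx43FL for an offset to change. Other named genes kept their direction with these offsets while the size of their log2 fold change moved, that of Cspg4 from 4.92 to 4.26, that of Ccl5 from 8.05 to 8.51 and that of Rpl10a from 0.23 to 0.65, so that length and GC content may have contributed to the size of some fold changes. Y-linked genes were counted in all 6 libraries, with summed values from 128 to 177 CPM, and a difference in sex, examined on Y-linked genes alone, was dropped. The replicate block changed the number of upregulated genes to 2. The library numbers of the 2 genotypes fall in separate ranges, so that a difference between library batches, if there was one, cannot be told apart from the genotype. The paper's text does not say which libraries shared a flow cell lane.

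Because the upregulated list of the paper holds genes used as markers of other cells, further markers that Supplementary Tables S1 and S2 do not list were compared with random lists. Their median log2 fold change lay at percentile 99.9 for microglia (1.17), 100 for neurons (0.97), 100 for choroid plexus (1.79), 99.7 for ependymal cells (1.18), 99.4 for endothelial cells (1.26) and 99.9 for oligodendrocytes (0.74). It lay at percentile 48.9 for oligodendrocyte precursors (0.13, 5 of 8 genes raised) and at 83.2 for mural cells (0.66), inside the middle 95% of random lists. The precursor list leaves out the genes of Supplementary Tables S1 and S2, and its median changed sign in 3 of the 6 fits without one library. A rise of precursor RNA was thus not seen in this list, and is not excluded. The astrocyte list lay at percentile 30.4 over all libraries, but its median deviated from Cx43FL by -1.16 on the log2 scale in Cx43KO replicate 1, and without Cx43KO replicate 3 its median log2 fold change was -0.48, below the middle 95%. Fewer astrocyte transcripts were thus not seen over the 3 Cx43KO libraries together, and are not excluded in Cx43KO replicate 1. For lymphocytes 1 marker could be tested, too few for a test. RNA of other cells in the Cx43KO libraries is a candidate explanation for part of the list, and remains a hypothesis, since astrocytes that raised these genes would give the same medians. The medians differed between libraries. That of neuron markers deviated from Cx43FL by 1.71 on the log2 scale in Cx43KO replicate 1 and by 0.28 and 0.25 in replicates 2 and 3, and that of choroid plexus markers by -2.83 in Cx43FL replicate 2.

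Interferon-inducible genes that Supplementary Tables S1 and S2 do not list had a median log2 fold change of 1.51 over 29 genes, at percentile 100 of random lists. Their median deviation from Cx43FL was -0.72 in Cx43KO replicate 1 and 1.94 and 2.05 in replicates 2 and 3. An interferon response in part of the Cx43KO libraries is a candidate explanation, which cannot be told apart from a difference in library size or between library batches.

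In the paper's Supplementary Tables S1 and S2, the fold change exceeds the ratio of the mean reads on the log2 scale for 100 of 142 genes and falls below it for 42. That the column holds e raised to DESeq2's log2 fold change with the prior was tested, and 44.4% of the genes lay within 10%, too few to support it. The median ratio of the natural log of the paper's fold change to that log2 fold change was 1.10, with a Spearman correlation of 0.887 between the 2 sets of fold changes, and the paper used an older version of DESeq2, so that this explanation is not excluded.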
